A study of Plasmodium falciparum 3D7 with 17 samples. Its data were reported in "H2A.Z Demarcates Intergenic Regions of the Plasmodium falciparum Epigenome That Are Dynamically Marked by H3K9ac and H3K4me3" (2010).

How the data were processed

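The study profiled nucleosomes of *Plasmodium falciparum* strain 3D7, the malaria parasite, through its growth in red blood cells. Chromatin was digested with micrococcal nuclease and immunoprecipitated without cross-linking (native ChIP) with antibodies against the histone variant H2A.Z, acetylated lysine 9 of histone H3 (H3K9ac) or trimethylated lysine 4 of histone H3 (H3K4me3). Cultures were synchronised and taken at 10, 20, 30 and 40 hours post invasion (hpi), and mono-nucleosomal DNA that had not been immunoprecipitated was sequenced at each stage as input. Canonical H2A was profiled at 40 hpi in a line of the same strain that expresses H2A with a Ty1 epitope tag from a transfected plasmid, and no input library of that line was analysed here. There were 17 libraries in 17 groups, 13 ChIP and 4 input, with 1 library per group. There is thus no replicate check on any difference between stages, no p-value was computed across regions or windows, and all intervals cover counting error only.

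The authors amplified the DNA linearly with T7 polymerase, sequenced 76 bp from one side of each fragment on an Illumina Genome Analyzer IIx, mapped the reads with BWA (its version was not given in the sources used here) to the PlasmoDB v6.1 assembly, and kept uniquely mapped tags. The deposited files were of 2 kinds. Tag files list the position of each tag, with no strand. Coverage files hold the coverage signal that the authors computed as the number of tags overlapping each 10 bp step, with empty steps left out and no normalization beyond a common number of tags per library. The deposited coverage was equal to the tag overlap rebuilt here in 100% of its steps in all 17 libraries. The authors drew 5500000 tags for each ChIP library and 11000000 for each input, so library totals carry no information on yield. They topped up the H3K4me3 library of 20 hpi by drawing some of its own tags again. In that library 93.3% of the positions with more than 1 tag held an even number of tags, against 64.0% in the H2A.Z library of 10 hpi, so its repeats include copies made in the computer. In file order it had 5028261 runs of equal position over 2749616 positions, against 2008589 over 2008589 in the H2A.Z library. These values leave open whether more tags were copied than the study reported.

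Coordinates are those of the deposited files, counted from 1, on 14 chromosomes. No genome sequence or gene annotation of that assembly was used here, so no region was called coding or intergenic, no gene was named, and the comparisons planned over genes were made over 150 bp and 1000 bp windows and over H2A.Z occupied regions. Tags were counted at their midpoint in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. The ratio of ChIP to input of the same stage was scaled by the total tags of both libraries after 1 tag was added to each count, and windows or regions with fewer than 20 input tags were left out. A ratio of 1 is therefore the average of the genome. It says nothing about absolute amounts, since a library of fixed size that gains in some regions must lose in others.

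H2A.Z occupied regions were runs of at least 150 bp with H2A.Z coverage over input coverage above 1 in the 4 stages combined. Windows of 1000 bp holding no part of an occupied region served as the outside. Spearman correlations were taken across 150 bp windows. The 2 ratios in each correlation share an input, which alone gives a positive value, so unchanged libraries were simulated 5 times from the summed inputs with the repeats per position of each library. Windows are not replicates and no p-value is attached. H2A.Z at 40 hpi was called low at a log2 ratio under -2, medium from -2 to 0 and high above 0, and windows with their middle within 60 kb of a chromosome end formed the end zone, a positional stand-in for a heterochromatin map. Windows of H3K9ac without H2A.Z had to lie outside occupied regions, hold H2A.Z under 1 at all 4 stages and have H3K9ac above 1.5 at 30 hpi and at least 2 times every other stage. The rule for ring stages, 10 hpi, asked for H3K9ac and H3K4me3 both above 1.5 in such windows within the end zone. Shares have exact Clopper-Pearson 95% intervals, ratios of single regions exact conditional intervals, and changes of single regions intervals from the Poisson error of the 4 tag numbers. Single-molecule tags were not marked, so repeated tags are not independent molecules and these intervals are too narrow by an unknown amount.

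The regions named in the text followed a rule set before the data were examined. Of occupied regions with at least 100 input tags at every stage, it took the 3 with the largest and the 3 with the smallest 30 over 10 hpi ratio of H3K9ac and the 3 with the largest for H3K4me3. It also took the 3 highest windows of each of the other rules and the widest and the highest occupied region. Regions named outside this rule are said to be so where they appear.

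The procedure was tested on simulated data. Of 1564 planted regions of 600 bp, 100% were found, with a median called width of 680 bp and a median ratio of 6.85 where the true one was 6.87. In that simulation 2513 regions were called in all, so a low level of H2A.Z outside (0.687 of the average there) gave short false regions by chance. For the H3K9ac rule, 82 of 82 tested windows planted at a ratio of 3 and 79 of 84 planted at 2 were found, and 7 of 15171 unchanged windows were called. The unchanged windows had a higher H3K9ac level than the median seen outside at 30 hpi, and the repeats of the whole library. Both settings ease chance calls.

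Alternatives set before the data were examined were each position taken once, another scaling by the median window, other minimum counts and pseudocounts, the inputs of 4 stages summed, other window sizes, distances and thresholds, and the deposited coverage in place of tags. Counting a tag by its first base or from the middle of its nucleosome needs the strand and was not run. In place of the first base of a tag its leftmost base was used, and each position was taken once without regard to strand.

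Some choices were made after results were seen. Windows with H2A over input below 0.1 were first joined across gaps of up to 2 kb, which split a segment of chromosome 7 in pieces and left the test of its inner edge undecided, and the gap was then widened to 5 kb. First measures of extra copies at raised loci, of H2A.Z in acetylated windows and of unselected tags in ring windows near ends were replaced by others. The search for differences between groups first looked for marks with opposite signs near chromosome ends at different stages and found 0 of them, and the comparison of the H2A line with the parental culture was added after its segments had been seen. Ratios and changes of single regions and windows under the alternatives were first held to bootstrap intervals, which were far wider than those given in the text, and then to the latter. The values of the first forms of the tests are given in the closing parts.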

Results

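The libraries covered 23264.6 kb of 14 chromosomes, and 89.4% to 96.4% of 10 bp windows held at least 1 tag. Each ChIP library held 5500000 tags and each input 11000000. Many tags shared a position. Tags beyond the first at a position made up 63.5%, 60.1%, 58.6% and 63.7% of the H2A.Z libraries at 10, 20, 30 and 40 hpi. In the H3K9ac libraries the share was 39.0% at 10 hpi and 37.0% at 20 hpi but 60.9% at 30 hpi and 58.6% at 40 hpi. It was 41.5%, 50%, 55.7% and 53.2% for H3K4me3, 53.7% for H2A, and between 43.4% and 53.6% for input. A median window of 1000 bp held 481 to 494 input tags, depending on the stage. Each group had 1 library, so every value below is that of a single library.

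To locate H2A.Z, runs with more H2A.Z than input coverage were called in the 4 stages combined. There were 9017 H2A.Z occupied regions with a mean width of 829 bp and a median width of 570 bp (quartiles 260 and 1200 bp). They covered 7472 kb, or 32.1% of the sequence, and 2917 of them (32.4%) were 1000 bp or wider. Both values depended on the setting: 30 hpi alone gave 16212 regions of 441 bp on average, while joining gaps of up to 150 bp gave 5858 regions of 1470 bp. The widest region spanned 5400 bp (chromosome 14, 744951 to 750350) with a combined H2A.Z over input ratio of 3.73 (95% interval 3.62 to 3.84). The highest ratio among regions with enough input was 6.85 (6.40 to 7.33), in a region of 1010 bp (chromosome 11, 1832051 to 1833060). Occupied regions covered 7.10% of the end zone and 34.1% of the rest.

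H2A.Z and canonical H2A were compared at 40 hpi to ask whether they occupy different nucleosomes. In occupied regions the median H2A.Z over input ratio was 2.78 (quartiles 1.78 and 3.70), and outside it was 0.142. The direction of this contrast was built in, as regions were called by H2A.Z over input. H2A went the other way, with a median ratio of 0.575 (0.455 to 0.746) in occupied regions and 1.12 (0.969 to 1.29) outside. Scaling by the median window moved the H2A.Z value most, to 5.44, and taking each position once moved the H2A value most, to 0.764. Of the H2A tags, 14.5% lay in occupied regions, against 24.6% of input tags and 79.1% of H2A.Z tags. The shares were 22.8% for H2A and 70.7% for H2A.Z when each position was taken once. Across 143194 windows of 150 bp the 2 ratios were negatively correlated (Spearman rho -0.53), where unchanged libraries sharing the input gave 0.22. The correlation was strongest, -0.70, in windows of 1000 bp. Because the H2A library came from the tagged line and the input from the parental culture, segments in which the lines differ enter this value. Without them rho was -0.55.

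The low, medium and high classes of H2A.Z at 40 hpi held 8207, 6020 and 8713 windows of 1000 bp. The end zone contained 13.1% of the low windows (95% interval 12.4% to 13.9%), 4.24% of the medium (3.74% to 4.78%) and 2.16% of the high windows (1.86% to 2.49%), against 6.62% of all windows. Taking each position once raised the share of low windows to 19.1%, and a smaller zone of 30 kb held 7.80%. Within the end zone 70.8% of windows were low and 12.4% high, whereas elsewhere 33.3% were low and 39.8% high. The low share of the end zone was 48.0% with each position taken once and 52.6% when scaled by the median window. Low windows were thus more frequent near ends, but most of them lay elsewhere. The windows were not restricted to intergenic sequence, where the paper reported H2A.Z to be enriched over coding sequence. Low windows away from ends can therefore be coding. Their number does not bear on the paper's classes, which were made of intergenic regions only. Stretches of at least 20 kb without a single high window numbered 37 at chromosome ends and 39 internally, the latter on 11 of the 14 chromosomes, and the longest internal one spanned 81 kb. With windows in which the lines differ left out, windows low in H2A.Z had a median H2A over input ratio of 1.15, medium ones 1.02 and high ones 0.668.

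The 3 marks were followed through the cycle to ask which of them changes with the stage. The median H2A.Z ratio in occupied regions was 2.15, 2.51, 2.73 and 2.78 at 10, 20, 30 and 40 hpi. H3K9ac stood at 1.6 and 1.68 at 10 and 20 hpi, reached 2.77 at 30 hpi and was 2.40 at 40 hpi. H3K4me3 rose from 1.42 over 1.69 and 2.51 to 2.58. From 10 to 30 hpi the medians therefore changed 1.27-fold for H2A.Z, 1.73-fold for H3K9ac and 1.77-fold for H3K4me3. With the inputs of 4 stages summed all 3 changes were lower, at 0.967-fold for H2A.Z, 1.34-fold for H3K9ac and 1.35-fold for H3K4me3. When scaled by the median window H2A.Z changed 0.784-fold, while H3K9ac and H3K4me3 rose 1.87-fold and 1.86-fold. Levels outside occupied regions moved in the opposite direction for the H3 marks. H3K9ac there fell from 0.519 at 10 hpi to 0.270 at 30 hpi, and H3K4me3 from 0.724 to 0.225 and then to 0.129 at 40 hpi. An alternative chosen after seeing the data took the level outside as background. It subtracted this level and divided the rest by 1 minus the level. The 30 over 10 hpi change was then 1.45-fold for H2A.Z, 1.53-fold for H3K9ac and 1.17-fold for H3K4me3. In this form H3K4me3 no longer changed more than H2A.Z. The divisor differs between stages, as the H3K4me3 level outside was 0.724 at 10 hpi and 0.225 at 30 hpi. The order of the marks rests on this division, and subtraction alone was not run.

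**Figure D1:**
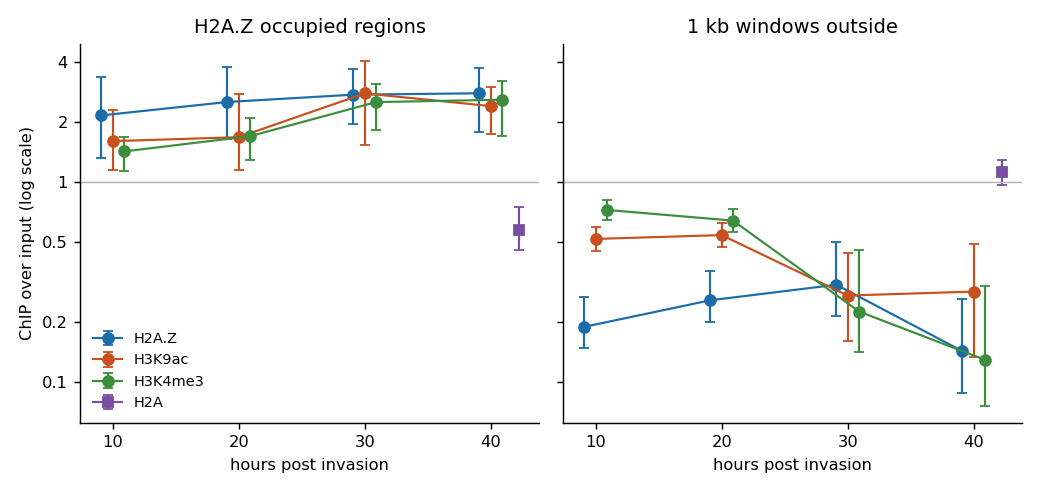
Median ChIP over input ratio (log axis) of H2A.Z, H3K9ac, H3K4me3 and H2A against hours post invasion, in H2A.Z occupied regions (left) and in 1000 bp windows outside them (right); bars span the quartiles over regions or windows and each point is 1 library, drawn slightly apart along the time axis. H3K9ac and H3K4me3 in occupied regions lie at 1.6 and 1.42 at 10 hpi and at 2.77 and 2.51 at 30 hpi, while outside they fall from 0.519 and 0.724 to 0.270 and 0.225.

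Single regions were compared by the ratio of their highest to their lowest stage. Over 8807 regions with enough input the median of this ratio was 1.73 for H2A.Z, 2.09 for H3K9ac and 2.06 for H3K4me3. Regions simulated without any change gave 1.52, 1.46 and 1.45, so counting error and repeated tags can account for part of each value. The simulation counted all repeats as error, but repeats also arise where enriched tags share few positions. At 40 hpi a median of 187 positions per kb was in use in occupied windows for 673 H2A.Z tags, against 28 for 35 outside. The simulated values may thus be too high, and whether the part is larger in H2A.Z is not settled. With each position taken once the medians were 1.41, 1.59 and 1.69, and when scaled by the median window 1.91, 2.15 and 2.58. The simulated values belong to the main setting only. At least a 2-fold range was seen in 37.5% of regions for H2A.Z (24.6% in the simulation), 55.0% for H3K9ac (20.5%) and 54.6% for H3K4me3 (18.6%). Expressed as the share of the sum over the 4 stages, the median relative occupancy of H2A.Z was 21.9%, 25.3%, 26.1% and 25.3%. That of H3K9ac was 19.7%, 21.7%, 30.2% and 26.7%, and that of H3K4me3 was 17.5%, 21.2%, 30.1% and 30.3%. H3K9ac was highest at 30 hpi in 52.7% of regions and at 40 hpi in 32.2%, while H3K4me3 was highest at 30 hpi in 42.9% and at 40 hpi in 46.1%.

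Regions could also move against the median. Of 6046 regions with at least 100 input tags at every stage, H3K9ac was lower at 30 than at 10 hpi in 1331 (22.0%) and H3K4me3 in 384 (6.35%). H2A.Z was lower at 30 hpi in 34.1% of them. H3K9ac was at least 2-fold higher at 30 hpi in 1772 regions and at least 2-fold lower in 215. For H3K4me3 these numbers were 1658 and 24, and for H2A.Z 591 and 48. The largest rise of H3K9ac was 9.14-fold (95% interval 6.96 to 12), from 0.959 to 8.77, on chromosome 13, 2657391 to 2657890, where H2A.Z also rose from 0.781 to 3.21. This rise was 2.68-fold with each position taken once and 4.41-fold with the inputs summed. It was followed by 8.69-fold (6.04 to 12.5) on chromosome 11, 218171 to 218380, and 7.73-fold (5.41 to 11) on chromosome 3, 337481 to 337820. H2A.Z rose from 0.434 to 3.13 in the former and from 0.532 to 2.85 in the latter. These rises were 2.10-fold and 4.66-fold with each position taken once. The deepest falls of H3K9ac left 0.132 of the 10 hpi ratio (0.0743 to 0.233) on chromosome 4, 270781 to 271000, 0.141 (0.0943 to 0.211) on chromosome 11, 65401 to 65550, and 0.154 (0.108 to 0.220) on chromosome 6, 1083991 to 1084770. H2A.Z fell there from 2.46 to 1.13, from 2.67 to 2.25 and from 2.20 to 1.32. The H3K9ac values were 0.296, 0.776 and 0.287 with each position taken once. H3K4me3 rose most on chromosome 13, 1900731 to 1901110 (4.64-fold, 3.36 to 6.41), chromosome 11, 1949561 to 1950040 (4.51-fold, 3.34 to 6.1), and chromosome 10, 359301 to 359830 (4.35-fold, 3.17 to 5.96). H2A.Z in these regions went from 0.907 to 3.63, from 1.15 to 2.58 and from 1.42 to 3.2. The H3K4me3 rises were 2.12-fold, 2.58-fold and 2.54-fold with each position taken once, and with the inputs summed 2.66-fold, 2.46-fold and 2.14-fold, all below these intervals. These are the extremes of many regions and overstate a typical change.

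To ask whether the H3 marks sit where H2A.Z is, their ratios were correlated across 150 bp windows. H2A.Z and H3K9ac gave rho of 0.80, 0.80, 0.83 and 0.87 at 10, 20, 30 and 40 hpi, where unchanged libraries sharing the input gave 0.20 to 0.25. For H2A.Z and H3K4me3 rho was 0.68, 0.73, 0.76 and 0.82 (0.21 to 0.25 in the simulation). H3K9ac and H3K4me3 gave 0.75, 0.78, 0.81 and 0.84 (0.24 to 0.33). These were 12 correlations over the 3 pairs and 4 stages. Windows of 1000 bp moved the 40 hpi values most, to 0.93 for H3K9ac and 0.90 for H3K4me3 with H2A.Z. The share of tags inside H2A.Z occupied regions was 56.3%, 51.9%, 62.9% and 63.0% for H3K9ac and 40.2%, 40.4%, 53.6% and 66.9% for H3K4me3. The depth makes their Clopper-Pearson intervals narrow, as from 40.2% to 40.3% for H3K4me3 at 10 hpi. Input had 26.4%, 21.7%, 20.1% and 24.6% of its tags there, and H2A.Z 78.9%, 71.6%, 65.1% and 79.1%. From 10 to 30 hpi the H2A.Z share thus fell while its median ratio to input rose. The input share fell as well, so the lower input enters the rise of all 3 ratios. Regions called in each library separately shared 66.6% to 76.9% of their combined length between any 2 stages for H2A.Z, 57.9% to 69.5% for H3K9ac and 51.3% to 73.1% for H3K4me3.

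**Figure D2:**
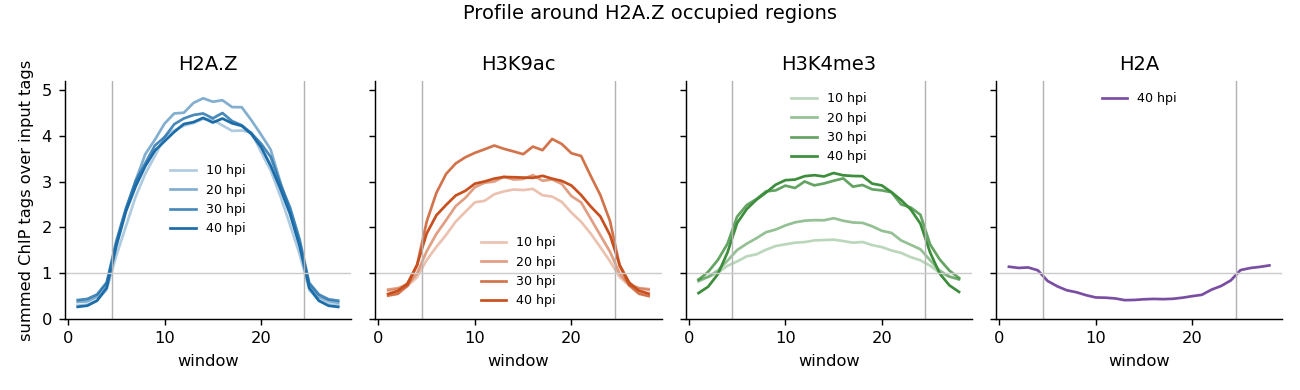
Summed ChIP tags over summed input tags (vertical axis) of H2A.Z, H3K9ac, H3K4me3 and H2A in 20 equal windows across 1556 H2A.Z occupied regions of at least 400 bp and in 4 windows of 150 bp on each side (horizontal axis, with grey lines at the region edges), 1 line per stage and library. The middle of the regions lies at 4.34 for H2A.Z and 0.420 for H2A at 40 hpi, and for H3K4me3 it rises from 1.72 at 10 hpi to 3.14 at 40 hpi.

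The average profile was drawn over 1556 isolated occupied regions, with no other such region in their flanks. As regions were called by H2A.Z over input, higher H2A.Z inside than in the flanks was built in. In the middle 4 of 20 windows H2A.Z stood at 4.31, 4.77, 4.46 and 4.34 of input at the 4 stages, 11.1 to 16.7 times the outermost flanking windows. Taking each position once moved the 40 hpi value of this contrast most, to 6.65. H3K9ac in the middle was 2.82, 3.09, 3.69 and 3.09, and H3K4me3 was 1.72, 2.16, 2.99 and 3.14. H2A was 0.420 in the middle and 1.15 in the flanks. In these wider regions the H2A.Z level of 30 hpi was nearly that of 10 hpi.

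Trophozoite acetylation away from H2A.Z was searched for at 30 hpi in 9920 windows of 1000 bp outside occupied regions. The rule found 13 separate windows on 7 chromosomes, none in the end zone. The same rule found 2, 0 and 2 separate runs of H3K9ac windows at 10, 20 and 40 hpi. For H3K4me3 it found 20, 0, 8 and 0 runs at the 4 stages, and the 20 runs held 23 windows. In simulated data 7 of 15171 unchanged windows passed. The simulation set their H3K9ac above the median of 0.270 seen outside at 30 hpi. It also gave them the repeats of the whole library, 2.56 tags per position. Outside windows of that library held a median of 71 tags and 53 positions per kb. Both settings ease chance calls, so the 7 give no rate for the data. Calls from counting error and repeated tags among the 13 are not excluded. The count depended on the settings: it was 54 in windows of 500 bp, 3 above a ratio of 2, 6 with the inputs summed and 0 with each position taken once. The median H3K9ac ratio in the 13 windows was 0.643, 0.620, 1.82 and 0.689 through the stages. H3K4me3 there had a median of 0.854 at 30 hpi (0.190 to 1.95), and 2 of the windows were at or above 1.5. The 6 distances between neighbours on a chromosome had a median of 316 kb and ranged from 120 to 1812 kb. H2A.Z was below 1 by the rule, but its median went from 0.260 at 10 hpi to 0.859 at 30 hpi, and in 12 of 13 windows it was at least 1.2 times every other stage. The highest H3K9ac was 2.76 (95% interval 2.51 to 3.05) on chromosome 14, 878001 to 879000, where H2A.Z was 0.976. Next came chromosome 4, 674001 to 675000, with 2.42 (2.17 to 2.70), and chromosome 12, 1340001 to 1341000, with 2.16 (1.94 to 2.41). With each position taken once the H3K9ac ratios of these 3 windows were 1.97, 1.29 and 1.62.

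Ring stage marking near chromosome ends without H2A.Z was examined within 60 kb of the 28 ends. At 10 hpi 3 of 1140 tested windows passed, each at another end, against 1 of 8780 windows farther inside. At 20, 30 and 40 hpi 0, 0 and 1 windows near ends passed, and 0, 15 and 9 farther inside. Windows of 500 bp gave 16 ends. When each position was taken once the 1000 bp windows gave 0 ends. In the 500 bp windows 17 of 2187 near ends passed at 10 hpi (2 with each position taken once) and 3, 0 and 1 at the later stages, while farther inside 8 of 20661 passed at 10 hpi and 116 at 30 hpi. The highest of the 1000 bp windows lay 20.5 kb from the left end of chromosome 8 (20001 to 21000). H3K9ac there was 2.36 (1.95 to 2.86) at 10 hpi and 0.201 at 30 hpi, H3K4me3 was 2.89 (2.41 to 3.48) and 0.194, and H2A.Z stayed between 0.107 and 0.324. On chromosome 6, 1417001 to 1418000, in the outermost 1 kb, H3K9ac was 1.62 (1.19 to 2.19) and H3K4me3 2.24 (1.69 to 2.97) at 10 hpi with 99 input tags. With the summed input this H3K9ac ratio was 0.816. On chromosome 3, 1037001 to 1038000, H3K9ac was 1.55 (1.31 to 1.82) and H3K4me3 1.97 (1.69 to 2.30). With the summed input they were 1.04 and 1.32. Of the 20 H3K4me3 runs that met the trophozoite rule turned to 10 hpi, holding 23 windows, 22 windows lay in the end zone. Their median H3K4me3 ratio was 1.98 at 10 hpi, 0.837 at 20 hpi and 0.0872 at 30 hpi.

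Over all windows without H2A.Z, H3K9ac was lower near ends than elsewhere at every stage. The difference of median log2 ratios was -0.32 at 10 hpi, -0.41 at 20 hpi, -2.09 at 30 hpi and -2.88 at 40 hpi. For H3K4me3 it was -0.01, -0.16, -0.53 and -0.11.

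Input was used to ask how its tag density varied with the stage. In occupied regions the density relative to the whole sequence was 0.822, 0.676, 0.625 and 0.767 at 10, 20, 30 and 40 hpi. Since these regions were called by H2A.Z over input, sequence low in input is favoured in them by construction, and a density below 1 is no measure of nucleosome occupancy. Density in the end zone relative to the rest was 0.684, 0.816, 0.903 and 0.679, so both measures were farthest from their 10 hpi values at 30 hpi and close to them at 40 hpi. With each position taken once the 30 hpi value of the end zone was 0.794. The share of input in the end zone at 30 hpi was 1.30 times that at 10 hpi, and 23 of 28 ends were above 1.2. The ends of chromosomes 5 and 14 and the right end of chromosome 11, named here after their values were seen, lay between 0.977 and 1.11.

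**Figure D3:**
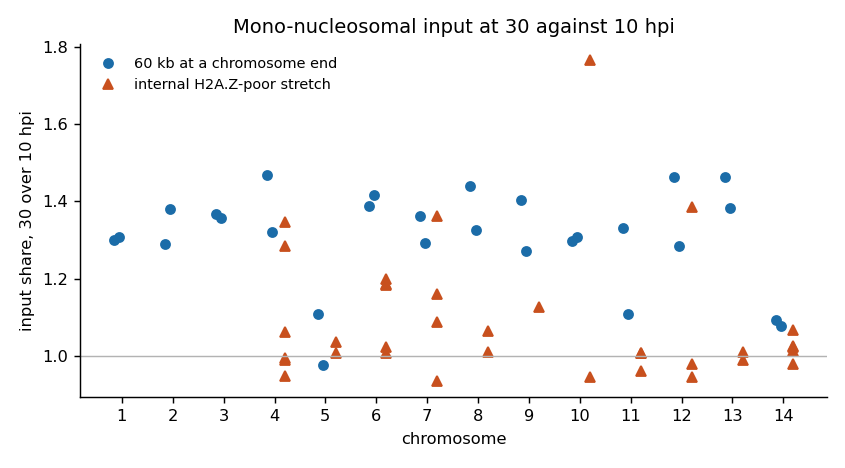
Share of mono-nucleosomal input tags at 30 hpi over that at 10 hpi (vertical axis) by chromosome (horizontal axis) for the 60 kb at each chromosome end (circles, left and right end) and for the 35 internal stretches of at least 20 kb without a window high in H2A.Z that lie more than 100 kb from an end (triangles). Most ends lie above 1.2, and 5 of the 35 stretches do, with the highest at 1.77 on chromosome 10.

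The H2A library differed from the parental libraries in some places, which were chosen after their values were seen. In 4 segments near chromosome ends, 174 kb in all, windows of 1000 bp held nearly no H2A tags: chromosome 1, 559001 to 642000, chromosome 4, 11001 to 32000, chromosome 7, 1438001 to 1500000, and chromosome 8, 1409001 to 1417000. H2A over input was 0.00444, 0.00351, 0.00516 and 0.0535 in them. On chromosome 13, 2865001 to 2892000, H2A over input was 14 because the input was low. Peaks of H2A lay on chromosome 6, 748401 to 748800, and chromosome 7, 99751 to 100300 and 457151 to 458600, with H2A over input at 47.5, 69.5 and 41.7.

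**Figure D4:**
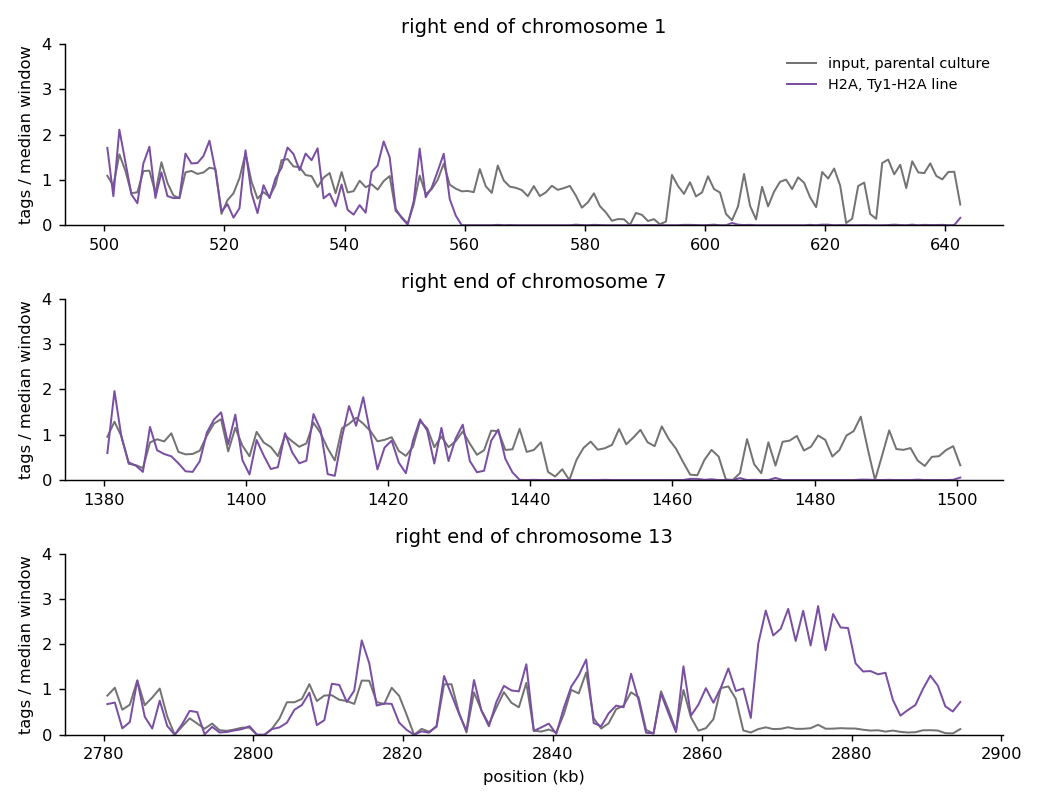
Tags per 1000 bp window relative to the median window (vertical axis) of the H2A library of the tagged line and the parental input of 40 hpi along the right ends of chromosomes 1, 7 and 13 (horizontal axis, position). H2A falls to near 0 from 559001 on chromosome 1 and from 1438001 on chromosome 7 while input does not, and on chromosome 13 input falls from 2865001 while H2A does not.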

Values the study reported

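The study reported that regions marked by H2A.Z were 1248 bp wide on average, close to the mean size of euchromatic intergenic regions, about 1500 bp. It reported that H3K9ac changed 2.1 fold on average between stages. It described local H3K9ac in the coding bodies of over 100 genes at the trophozoite stage, spaced 150–200 kb apart on average. For the late ring H3K4me3 library it obtained 3.9 M tags, and 1.6 M tags drawn from the same library brought it to 5.5 M.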

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

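The tests of placing and of a missing segment on chromosome 13 and that of extra copies at the raised loci were chosen after the results were seen, and so was the comparison of the lines itself. An earlier search, for a mark with opposite signs near chromosome ends at different stages, had found 0 marks. The H2A library came from the tagged line and the inputs from the parental culture, so tag density relative to the median 1000 bp window was compared between them in the segments where they differed most. In 3 of these the H2A density lay above the median window while all 4 parental inputs lay below it. The difference between the lines was not tested, since the line is confounded with the antibody and has 1 library.

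On chromosome 13, 2865001 to 2892000, the log2 density was 0.74 in the H2A line and no higher than -2.91 in the 4 inputs. That tags could not be placed there is argued against by the H2A library, which held 400.1 tags per kb in the segment where its median window held 239. The 4 inputs were low by a like factor, at 9.02%, 11.1%, 13.1% and 11.6% of their median window. A segment missing from most parasites of the parental culture, but present in the tagged line, is consistent with these values and remains a hypothesis, as no genomic DNA was analysed here.

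On chromosome 7 the windows from 99001 and from 457001 had a log2 density of 4.04 and 4.14 in the H2A line, and no higher than -0.47 and -0.59 in the inputs. A like peak lay on chromosome 6, where the input of 30 hpi was above its median window. Taking each position once left a ratio of 1.85 at the lowest of the 3 loci. This ratio alone cannot show how often positions were read, because positions run out at this depth. The raised stretches of 400, 550 and 1450 bp held 158, 214 and 470 distinct positions in the H2A library. Tags on a few positions only are thus argued against as the whole cause at these 3 loci. This use of the counts was not set in advance. A first measure of extra copies, the share of 10 bp windows above a ratio of 4, was 18.3% at the lowest locus and decided nothing. It was replaced by a test of the edges. The median ratio of 50 bp windows was at least 24 inside the stretches and at most 1.48 in the 500 bp on each side, so the edges were steps. Extra copies of these sequences in the tagged line, such as parts carried on the plasmid, are a candidate explanation that these steps fit, by a measure chosen when the first had failed. The paper states that the plasmid encoded tagged H2A behind the promoter of the chloroquine resistance transporter. The tagged line therefore carried extra H2A sequence. Whether any of the 3 loci is part of the plasmid was not checked, as no gene annotation was used here. Amplified DNA carried over in the laboratory would look the same and was not tested.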

How the results depend on the processing

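The alternatives that took off the level outside occupied regions, left out windows in which the lines differ, and counted tags by their leftmost base were chosen after seeing the data. No paired analysis was possible because each group had 1 library. In all, 94 values were recomputed under 30 alternatives, which gave 682 values: 310 stayed within the interval of the main value (counts within 1.5 times), 369 moved beyond it and 3 reversed. Outside single regions and windows this interval came from 20 bootstrap draws and could be wider than counting error. For the H3K9ac tags in occupied regions at 20 hpi it was 51.77% to 52.00%, against a Clopper-Pearson interval of 51.84% to 51.92%. Among values that answer no comparison by themselves 258 stayed and 296 moved, 156 up and 140 down. The share of the sequence in occupied regions had an interval without width, so its 8 alternatives could only be counted as moved. Of 18 ratios and changes of single regions and windows, 17 left their interval with each position taken once and 12 with the inputs summed, so these values depend on both settings by more than their intervals show. Where no reason is given the cause was not tested.

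The change of H2A.Z from 10 to 30 hpi reversed to 0.784 with scaling by the median window and to 0.967 with the inputs summed, and it was 1.01 with each position taken once and 1.45 with the outside level taken off, so its direction is not settled. H3K9ac and H3K4me3 rose under every alternative run. With each position taken once the folds were 1.34 and 1.43, with scaling by the median window 1.87 and 1.86, with the inputs summed 1.34 and 1.35, and with the outside level taken off 1.53 and 1.17. H3K9ac was 1.78 with at least 50 input tags and H3K4me3 1.74 with a pseudocount of 5. The outside level was not taken off for H2A. It was tried and gave 4.47 in occupied regions, above 1 where the ratio itself was below 1, and was dropped after this was seen: H2A was higher outside, so the formula has no meaning for it. The H3K9ac ratio of 10 hpi on chromosome 6 from 1417001 reversed to 0.816 with the inputs summed.

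The median H2A.Z ratio of 40 hpi in occupied regions was 2.03 with each position taken once, 5.44 with scaling by the median window, 2.82 with at least 50 input tags, 2.93 with the inputs summed and 3.07 with the outside level taken off. That of H2A was 0.764, 0.596 and 0.613 with each position taken once, scaling by the median window and the inputs summed, and 0.606 with a pseudocount of 5.

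There were 5858 occupied regions with gaps joined and 16212 from 30 hpi alone. Mean width was 897 bp with each position taken once, 709 bp above a ratio of 1.5, 1085 bp with a longer minimum length, 1470 bp with gaps joined, and 604, 579, 441 and 597 bp from 10, 20, 30 and 40 hpi alone. H2A.Z in the middle over the flanks of the profile was 6.65 with each position taken once and 18.3 with the inputs summed.

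The sign of each correlation at 40 hpi held under every alternative run. For H2A.Z with H2A rho was -0.49 with each position taken once, -0.53 with at least 1 input tag, -0.47 with at least 50, -0.54 and -0.49 with pseudocounts of 0.5 and 5, -0.51 with the inputs summed, -0.70 in 1000 bp windows and -0.55 without windows in which the lines differ, and Pearson r was -0.51. For H2A.Z with H3K9ac rho was 0.85 with each position taken once, 0.88 with at least 1 input tag, 0.84 with at least 50, 0.88 with a pseudocount of 5, 0.88 with the inputs summed and 0.93 in 1000 bp windows, and Pearson r was 0.84. For H2A.Z with H3K4me3 rho was 0.80 with each position taken once, 0.83 with at least 1 input tag, 0.77 with at least 50, 0.82 and 0.84 with pseudocounts of 0.5 and 5, 0.84 with the inputs summed and 0.90 in 1000 bp windows.

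The share of low windows in the end zone was 19.1% with each position taken once, 16.6% with scaling by the median window and 11.1% with low under -1, and 7.80% and 17.6% with zones of 30 and 100 kb, which differ in size by construction. Input near ends over elsewhere at 30 hpi was 0.794 with each position taken once.

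The counts of small lists were the least settled. H3K9ac windows without H2A.Z numbered 0 with each position taken once, 6 with the inputs summed, 23 at 1.5 times the other stages, 3 above a ratio of 2 and 54 in 500 bp windows. Chromosome ends past the ring rule numbered 0 with each position taken once, 12 with scaling by the median window, 1 with the inputs summed, 8 above 1.2, 1 above 2 and 16 in 500 bp windows. Taking each position once can limit high ratios where positions run out: at 40 hpi a median of 187 positions per kb was in use in occupied windows for 673 H2A.Z tags, against 28 for 35 outside. Whether positions ran out in the windows of these lists was not tested. Alternatives that need the strand of a tag were not run.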

Other observations

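The mean width of occupied regions here was 829 bp. That is lower than the value quoted from the study above. With gaps of up to 150 bp joined the mean was 1470 bp, so the direction depends on this setting. The number of H3K9ac windows without H2A.Z at 30 hpi was 13. That is lower than the number of genes quoted from the study, which rested on visual inspection of coding bodies. The median distance between these windows was 316 kb. That is higher than the spacing quoted from the study. It rests on 6 gaps of 120 to 1812 kb among 13 windows, and a rule that calls fewer windows gives wider gaps. In 500 bp windows 54 were called.

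Of the tests in this part, all 4 of the missing H2A tags, that of H2A.Z in the acetylated windows, those of unselected tags and those of the frequency and the simulated number of ring windows near ends were chosen after the results were seen. The others were set before, but the tests of H3K4me3 over all windows near ends were left out once their values were seen and restored later. Of these, 2 were first read as favouring a change of input and repeated tags, and this reading was changed to undecided afterwards.

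In the 4 segments without H2A tags near chromosome ends, H2A tags were 0.652% of the number the input predicted, which argues against low depth. Input held 349 tags per kb there, against 493 in its median window, so tags could be placed. H2A was not kept out of H2A.Z-poor chromatin near other ends, where the median ratio in 950 windows was 1.34. The test of the inner edges depended on how windows were joined. With gaps of up to 2 kb joined, as first set, there were 5 segments, the lowest H2A ratio in the 5 kb outside them was 0.042, and a step could not be told from a gradual fall. That value came from chromosome 7, whose segment had been split. The gap was widened to 5 kb after this was seen, and the ratio outside was then 0.655 or more and that in the 5 kb inside 0.0558 or less. A low ratio inside was fixed by the rule, which took windows below 0.1. Joining across 5 kb also keeps such windows out of the 5 kb outside, so part of this step was built in. Absence of these segments from the tagged line is a candidate explanation and remains a hypothesis. The deciding form of the test was not fixed in advance, and the step follows in part from the rule. Leaving out the windows in which the lines differ moved the correlation of H2A.Z and H2A from -0.53 to -0.55.

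The 13 windows with H3K9ac but little H2A.Z at 30 hpi were examined as possible origins of replication, where DNA would be copied first and input would rise. The median log2 ratio of input at 30 over 10 hpi within 5 kb of the windows was -0.03, at percentile 57.4 of 10000 random lists of windows matched on input (middle 95% -0.11 to 0.04). The rise was not seen, which argues against origins that raise input beyond the middle 95% of these lists. The size of the effect in such a culture is unknown, so origins with a smaller rise are not excluded by this test. A fall of the 30 hpi input is argued against as the whole cause, because H3K9ac tags alone were 2.88 times the mean of the other stages. Acetylation without any change in H2A.Z is argued against too. The ratio of H2A.Z to input was 2.47 times the mean of the other stages, but it shares the 30 hpi input with the rule, so it was replaced by tags alone, which also rose 2.47 times, at percentile 99.95 of matched lists (middle 95% 1.15 to 1.83). The windows may be places of weak H2A.Z gain that stayed under the threshold rather than places free of it. Some may also be chance calls. The 7 of 15171 unchanged simulated windows that passed give no rate for this, as the simulation had settings that ease such calls.

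The rise of H3K9ac and H3K4me3 from 10 to 30 hpi went with a fall outside occupied regions. Ring stage libraries may hold more tags that the antibody did not select. If the outside level is subtracted as such tags and the rest divided by 1 minus that level, H3K4me3 changed 1.17-fold and H3K9ac 1.53-fold. Whether the outside level is unselected DNA or true low marking cannot be told apart here, because each stage and mark has 1 library and no control precipitation was analysed.

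Windows marked at 10 hpi near chromosome ends were weighed in the 17 windows of 500 bp. A change of input alone is argued against, as the H3K4me3 tags themselves were a median of 9.33 times higher at 10 than at 30 hpi, though the lowest of the windows was at 0.824 and all tested windows near ends had a median of 3. The 17 windows were chosen by high ratios at 10 hpi, which favours many tags and low input there. Their median input at 10 hpi was 51 tags per 500 bp, where the end zone held 331 per kb. A part played by low input is thus not excluded. More unselected tags in ring libraries were first weighed by the frequency of such windows, which passed 20.1 times as often near ends as elsewhere. That measure was given up, because counting error alone favoured the ends 4.14 to 20.2 times in draws simulated without marking. The number of windows near ends was used instead. At the median ratios of the tested windows, over all of them or taken apart near ends and elsewhere, on average 0.48 and 0.16 windows passed, and none of 200 draws had more than 3. A ratio of 1 gave 15.5, and 75 draws reached 17, but it gave 31.2 windows elsewhere, where 8 were seen. Levels of 0.7 to 0.95 were added after this. At 0.9, with 7.58 windows elsewhere, 0 draws reached 17, and at 0.95, with 15.1 elsewhere, 4 did. Unselected tags that follow the input at the same level everywhere are therefore argued against as the whole cause. This was read first as argued against, then as open, before these levels were run, and the draws hold no local differences in level or in repeats. With each position taken once 2 windows passed in place of 17. This lies between the outcomes set in advance for and against repeated tags, which thus stay open. The median ratios of the 17 windows under it were 1.37 for H3K9ac and 1.59 for H3K4me3. A ring stage marking of these ends is a candidate explanation that is not separated from repeated tags.

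H3K4me3 over all windows near ends was expected to change sign between 10 and 30 hpi relative to windows elsewhere, and it did not. The difference of median log2 ratios was -0.00852 at 10 hpi and -0.53 at 30 hpi. With the inputs summed it was -0.19 and -0.17, and with each position taken once -0.0647 and -0.26. As there was no sign change to explain, these values decide nothing on input, repeated tags or unselected tags.

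Input near chromosome ends rose at 30 hpi. With each position taken once the 30 over 10 hpi ratio of the end zone was 1.14 in place of 1.30, so repeated tags could make up part of it and leave the rest open. In H2A.Z-poor stretches more than 100 kb from an end the ratio was 1.1, and 5 of 35 stretches were above 1.2: chromosome 4, 551001 to 621000 and 939001 to 992000, chromosome 7, 585001 to 666000, chromosome 10, 1518001 to 1548000, and chromosome 12, 769001 to 791000, chosen after their values were seen. Whether the end itself matters stays open, as a rise was seen in some internal stretches and not in 5 of 28 ends. In 2051 windows wholly inside occupied regions, which were chosen by a ratio to input, the ratio was 0.731. A different degree of nuclease digestion and a change of chromatin with the stage cannot be told apart, since each stage had 1 digest.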
